A study of Mus musculus with 3 samples. Its data were reported in "Important cardiac transcription factor genes are accompanied by bidirectional long non-coding RNAs" (2018).

How the data were processed

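Total RNA of C57BL/6 mouse heart ventricle was sequenced at 3 stages, embryonic day 10.5 (E10.5), embryonic day 13.5 (E13.5) and the adult at 8 weeks, with 1 paired-end library per stage made with a stranded total RNA kit. There are no replicates at any stage, so differences between stages have no replicate check and no p-value is given for any of them. Total RNA libraries also carry abundant short non-coding RNAs, which take part of the signal.

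Per the study's text, the authors mapped the reads to mm10 with TopHat2 and assembled them with Cufflinks with and without a reference annotation. The authors deposited 1 table of FPKM values (fragment numbers scaled to exon length and library size) per merged locus and library, and the exons of the merged transcripts with their relation to RefSeq transcripts. The versions and options of these tools are not stated, and it is not stated how the FPKM values handled multiply mapped fragments. The deposited FPKM columns sum to 601115 for E10.5, 808971 for E13.5 and 443471 for the adult. Of the 185861 introns of RefSeq protein-coding transcripts in the deposited annotation, 185154 (99.6%) are introns of GENCODE M21 on GRCm38, the same assembly as mm10, so the coordinates given are GRCm38. The table has 48626 loci, of which 48617 have transcripts in the annotation. The remaining 9 loci were not analysed here.

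Read counts are not among the values used here, so the depth was estimated from the lowest steps of the values. For loci with a single unspliced transcript, the most frequent low value of FPKM times length in kb lay near 0.0675 for E10.5, 0.0425 for E13.5 and 0.0725 for the adult. Taking this step as 1 fragment, a locus of 1 kb at 1 FPKM rests on about 14.8, 23.5 and 13.8 fragments. The steps may be blurred by length or bias corrections of the assembler, whose options are not stated, so these depths are approximate. Intervals given for shares and medians cover the sampling of loci and not the variation between animals. An exact 0 in these columns can be a failed estimate, since loci such as that of Ttn are at 0 in 1 library. Such loci are described as listed at 0 and the text quotes no fold for them, while they stay in the counts and plots.

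Loci were classed from the deposited annotation. A locus with a transcript matching a RefSeq protein-coding transcript was counted as an mRNA locus (20117 loci, of which 567 join transcripts of more than 1 gene). A lncRNA locus had no transcript overlapping a protein-coding gene on its strand. It had at least 1 spliced transcript of known strand longer than 200 nt, either unmatched to the reference or matched to a RefSeq lncRNA. Its longest open reading frame, read from the GRCm38 sequence (patch release GRCm38.p6), was at most 1/3 of the transcript. From 28493 loci without a protein-coding transcript, 2450 had a spliced stranded transcript, 2399 were long enough, 2202 were not of another RNA type and 1907 passed the reading frame limit. A locus was called expressed at 1 FPKM or more. Heart selectivity was not analysed here, since it needs libraries of other organs.

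Changes were computed as differences of log2(FPKM + 1), which understates the change of low loci, and counted past 2 on that scale. The deposited scaling leaves a shift between libraries. Over the 12569 mRNA loci expressed in at least 1 library, the median change from E10.5 to the adult was -0.40 and that from E13.5 to the adult was -0.50. Alternatives rescaled the libraries with median-of-ratios factors over mRNA loci (1.07, 1.19 and 0.804 for E10.5, E13.5 and the adult) or without globin and mitochondrial loci (1.04, 1.08 and 0.885).

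The transcription start site (TSS) of a lncRNA was the 5′ end of its locus, and that of a gene was the 5′ end of its matched RefSeq transcripts. A lncRNA was bidirectional when its TSS lay within 3000 bp of the TSS of a protein-coding gene on the opposite strand, and antisense when its exons overlapped the body of a gene on the other strand. Distances to the nearest gene body were compared between lncRNAs and mRNAs with a two-sided permutation test of the Mann-Whitney rank sum (100000 resamples, 1 test in the family, loci as units). The changes of bidirectional pairs were set against 10000 random re-pairings, in which each gene was replaced by another mRNA locus of the same decile of mean expression. These re-pairings describe these libraries and are no test between animals. Correlations are across loci, which are not independent replicates. Shares have 95% Wilson intervals and medians have 95% binomial intervals.

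The rank test was tested on simulated data, where 0.055 of 200 runs without a difference had p at or under 0.05. In the re-pairing, 0.054 of 500 random sets of pairs fell in the top 5% of their re-pairings, and a planted share of 75.0% in 200 pairs was found as 74.9%. Of 100 planted rises and 100 planted falls of 8-fold in mRNA loci at 5 FPKM or more at E10.5, 100 and 93 passed the change threshold. These rates do not carry over to low loci. A lncRNA at the median level of expressed lncRNAs cannot fall past the threshold even if its signal is lost. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

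The labels were checked with lists of stage, cell and sex marker genes: embryonic and adult sarcomere isoforms, proliferation, adult metabolism, primitive and definitive erythroid, atrial, macrophage, fast skeletal muscle and liver genes, Xist, and Y chromosome genes. The text names the 12 cardiac transcription factor genes listed in the study with their lncRNAs, the marker genes, the 5 lncRNAs and 5 mRNAs with the largest rise and fall from E10.5 to the adult, and the 5 loci with the highest FPKM in each library. These rules, the comparisons and most alternatives were chosen before the data were examined. The alternatives chosen then varied the lower limit of expression, the pseudocount, the change threshold, a filter on low loci, the scaling, the TSS rule, the window, the matching and filter of the pairs, and the overlap rule. Alternatives on the lncRNA set, on loci listed at 0 and on loci inside genes were added after the data were seen.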

Results

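The data are FPKM values of heart ventricle at 3 stages of mouse development, E10.5, E13.5 and the 8-week adult, with 1 library per stage. The study asked which spliced lncRNAs are expressed in the developing ventricle and how they lie next to genes of cardiac transcription factors. Since each stage has 1 library, each value below is that of a single library and no difference between stages has a replicate check. At the depth estimated from the lowest values, 1 FPKM over 1 kb corresponds to about 14.8 fragments at E10.5, 23.5 at E13.5 and 13.8 in the adult, so values near 1 FPKM are imprecise.

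A few loci took a large part of the FPKM. The 5 highest loci held 20.1% of the sum at E10.5, 28.9% at E13.5 and 10.1% in the adult. The highest was Rmrp (chromosome 4, 43492785 to 43493059), a short structured RNA, at 63212 FPKM in E10.5, 102548 in E13.5 and 12073 in the adult. Rpph1 (chromosome 14, 50807447 to 50807771) followed in both embryonic libraries with 28310 and 78812 FPKM, against 2010 in the adult. An unnamed locus on the X chromosome (11683973 to 11684074) came next in both embryonic libraries at 14097 and 23166 FPKM. Snord15b (chromosome 7, 99479563 to 99479707) was among the 5 highest loci of all 3 libraries, at 7180, 13769 and 5774 FPKM. The remaining places belonged to Myl2 at 7790 FPKM in E10.5 and 11568 in the adult, Hbb-y at 15112 in E13.5, and Mb and Tpm1 at 8914 and 6601 in the adult. Across 12569 mRNA loci, Pearson's r of log2(FPKM + 1) was 0.93 between E10.5 and E13.5, 0.67 between E13.5 and the adult and 0.68 between E10.5 and the adult.

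Marker genes were examined to check the stage labels. Tnni1, the slow skeletal troponin I of the embryonic heart, was at 2425 FPKM in E10.5, 2289 in E13.5 and 0.737 in the adult, while the locus of Tnni3, the adult cardiac form, was at 533, 1137 and 4059 FPKM. The deposited annotation joins Myh6 and Myh7 in 1 locus, listed at 0 in the adult and at 1029 and 1329 FPKM in E10.5 and E13.5, so the change between these isoforms could not be read. All 10 proliferation genes were lower in the adult than at E10.5 (median 36.2 against 0.426 FPKM), and all 10 adult metabolism genes were higher (median 81.0 against 978 FPKM), with either scaling. The 3 primitive erythroid genes fell from a median of 1314 FPKM at E10.5 to 0.0946 in the adult. Of the 5 definitive erythroid loci, 2 were higher and 3 lower in the adult than at E10.5. The 4 atrial genes had a median of 1954 FPKM at E10.5 and 1.16 in the adult. The 6 macrophage genes rose from a median of 1.15 FPKM at E10.5 to 11.4 at E13.5 and 29.3 in the adult. Medians of the fast skeletal muscle list were 2.16, 1.30 and 0.0398 FPKM, and those of the liver list 0.605, 3.09 and 0.0451 FPKM.

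Xist, transcribed from the inactive X chromosome (X chromosome, 103460373 to 103483233), was at 15.7 FPKM in E10.5, 0.144 in E13.5 and 0.0891 in the adult. Transcripts of the Y chromosome were present in all 3 libraries. The locus joining Ddx3y and Uty was at 43.4, 50.4 and 66.1 FPKM, Eif2s3y at 51.9, 59.9 and 55.3, and Kdm5d at 8.71, 11.1 and 7.26.

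To find spliced lncRNAs, the loci were filtered by class, length and reading frame, which left 1907 loci, of which 678 were expressed at 1 FPKM or more in at least 1 library. Of these, 254 matched a RefSeq lncRNA and 424 were assembled without a match in the reference of the deposited annotation. By library, 350 lncRNAs were expressed at E10.5, 367 at E13.5 and 471 in the adult, against 11296, 11608 and 11160 mRNA loci. The number at any stage moved most with a lower limit of 2 FPKM, which left 411 lncRNAs. Among the 678 lncRNAs, 177 were expressed in all 3 libraries, 62 at E10.5 alone, 69 at E13.5 alone and 214 in the adult alone. Expression in a single library at this limit is a description of these libraries, since many lncRNAs lie close to the limit.

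In FPKM, the median lncRNA lay below the median mRNA locus at all 3 stages. The median of expressed lncRNAs was 2.38 FPKM (95% interval 2.11 to 2.63) at E10.5, 2.49 (2.21 to 3.04) at E13.5 and 2.40 (2.17 to 2.62) in the adult. The median of expressed mRNA loci was 11.7 FPKM (11.4 to 12.03), 11.8 (11.5 to 12.2) and 8.38 (8.17 to 8.58). Above 10 FPKM were 13.4% of lncRNAs (Wilson interval 10.3 to 17.4) and 55.2% of mRNAs (54.3 to 56.2) at E10.5, 14.2% (10.97 to 18.1) and 55.0% (54.1 to 55.9) at E13.5, and 8.92% (6.66 to 11.8) and 43.8% (42.8 to 44.7) in the adult. Of the expressed lncRNA loci, 21 also held a small RNA, whose signal may count toward the locus. Without them, the lncRNA shares above 10 FPKM were 10.9% at E10.5, 11.2% at E13.5 and 7.32% in the adult. With median-of-ratios scaling the mRNA medians were 11.1, 10.2 and 10.1 FPKM for E10.5, E13.5 and the adult. Without globin and mitochondrial loci they were 11.3, 11.1 and 9.29 FPKM. The adult median was thus the lowest under each scaling, while the size of the gap depended on the scaling.

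**Figure D1:**
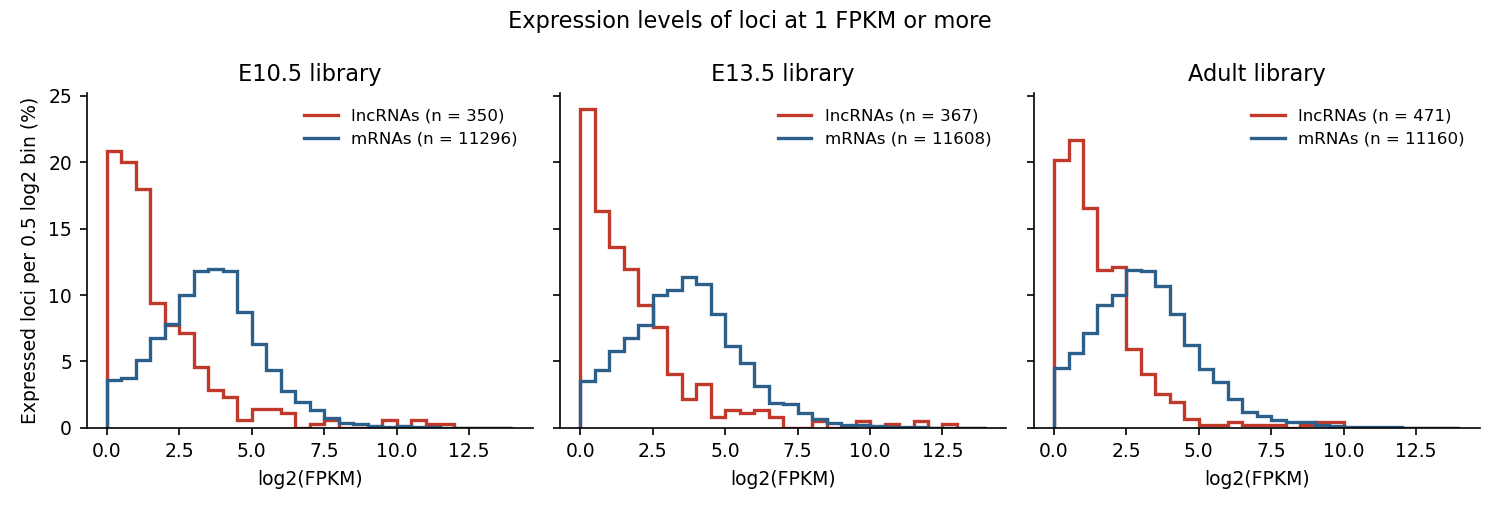
Distribution of log2(FPKM) of lncRNA loci (red) and mRNA loci (blue) at 1 FPKM or more in each library, as the percent of expressed loci in bins of 0.5. The lncRNAs crowd at the lower limit, with medians of 2.38, 2.49 and 2.40 FPKM, against 11.7, 11.8 and 8.38 FPKM for mRNAs.

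The numbers of loci changing by 2 or more on the log2(FPKM + 1) scale describe how far the stages lie apart. From E10.5 to E13.5, 5 lncRNAs were higher and 3 lower, with 107 mRNA loci higher and 31 lower. From E13.5 to the adult, 60 lncRNAs were higher and 39 lower, with 554 mRNA loci higher and 1242 lower. From E10.5 to the adult, 60 lncRNAs were higher and 28 lower, with 703 mRNA loci higher and 1018 lower. The balance for mRNAs depended on the scaling. With median-of-ratios factors, 989 mRNA loci were higher and 766 lower in the adult than at E10.5, and without globin and mitochondrial loci 847 were higher and 860 lower. More lncRNAs were higher than lower in the adult than in E10.5 under each scaling.

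The lncRNA with the largest fall from E10.5 to the adult was H19 (chromosome 7, 142575520 to 142578146), at 3741, 7460 and 4.47 FPKM at E10.5, E13.5 and in the adult, a change of -9.42. It was followed by unnamed loci on chromosome 18 (53221448 to 53221872, change -5.33), chromosome 7 (42105942 to 42107422, -4.99) and chromosome 4 (118942350 to 118943446, -4.05), and by Xist (-3.94). The largest rise was that of D830005E20Rik (chromosome 10, 33193793 to 33256422), at 1.14, 0.178 and 46.7 FPKM, a change of 4.48. Unnamed loci on chromosome 10 (56967027 to 56982229, change 3.93), chromosome 13 (102349709 to 102359838, 3.85), chromosome 7 (92981905 to 93045075) and chromosome 11 (46342082 to 46344939, 3.44) came next. The locus on chromosome 7 was at 0.514 FPKM at E10.5, listed at 0 at E13.5 and at 16.3 FPKM in the adult. The mRNA loci that fell most were Myl7 (-10.48), Tnni1 (-10.45), Hbb-bh1 (-10.24), Hbb-y (-10.14) and the joined Myh6 and Myh7 locus, which is listed at 0 in the adult. Those that rose most were Lcn2 (6.99), Ptgds (6.34), Ckmt2 (5.94), Saa3 and Lrg1 (5.66). Saa3 was listed at 0 in both embryonic libraries and was at 52.9 FPKM in the adult. The median change of mRNA loci between these libraries was -0.40, against which these changes are to be read.

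The distance from the TSS to the nearest protein-coding gene was compared because lncRNAs can act on neighboring genes. The median was 7073 bp for the 678 lncRNAs (95% interval 4376 to 9180) and 12656 bp for 12989 genes of expressed mRNA loci (12204 to 13093). In 43.3% of comparisons of a lncRNA with an mRNA the lncRNA was farther from a gene (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). Loci starting inside another gene, which have a distance of 0, were 15.5% of lncRNAs (Wilson interval 13.0 to 18.4) and 4.07% of mRNAs (3.75 to 4.43). For assembled loci alone the lncRNA median was 12093 bp, and the permutation test gave p = 0.41.

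Within 3000 bp of the TSS of a protein-coding gene on the opposite strand lay 211 of the 678 lncRNAs (31.1%, Wilson interval 27.8 to 34.7), against 9 with the TSS of a gene on the same strand in that window. The class definition removes transcripts that overlap a gene on its own strand, which lowers the same-strand number by construction. Antisense overlap was found for 158 lncRNAs (23.3%, 20.3 to 26.6). Both classes held 89 lncRNAs, and 398 (58.7%, 55.0 to 62.3) belonged to neither. Of 251 lncRNAs that overlapped no gene body and lay within 10000 bp of a gene, 170 were on the opposite strand and 81 on the same strand (67.7% opposite, 61.7 to 73.2). For assembled loci alone, the share of bidirectional lncRNAs was 22.6%.

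Next, the changes of bidirectional lncRNAs were compared with those of their genes. From E10.5 to the adult, 138 of 211 pairs changed in the same direction (65.4%, Wilson interval 58.8 to 71.5), against a median of 47.9% in random re-pairings (95% range 41.7 to 54.0), of which 0 of 10000 were as high. Across pairs, Pearson's r of the changes was 0.56 and Spearman's rho was 0.50. From E13.5 to the adult the share was 71.6% (random median 53.6%, 0 of 10000 as high), with r 0.44 and rho 0.45. From E10.5 to E13.5 the share was 55.5%, which lay within the random range (random median 55.2%, 48.8 to 61.6, with 4898 of 10000 as high), with r 0.07 and rho 0.12. The share that moved most with the settings was that from E13.5 to the adult, which was 64.0% with median-of-ratios scaling. The pairs are not independent replicates, and the comparisons share libraries.

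**Figure D2:**
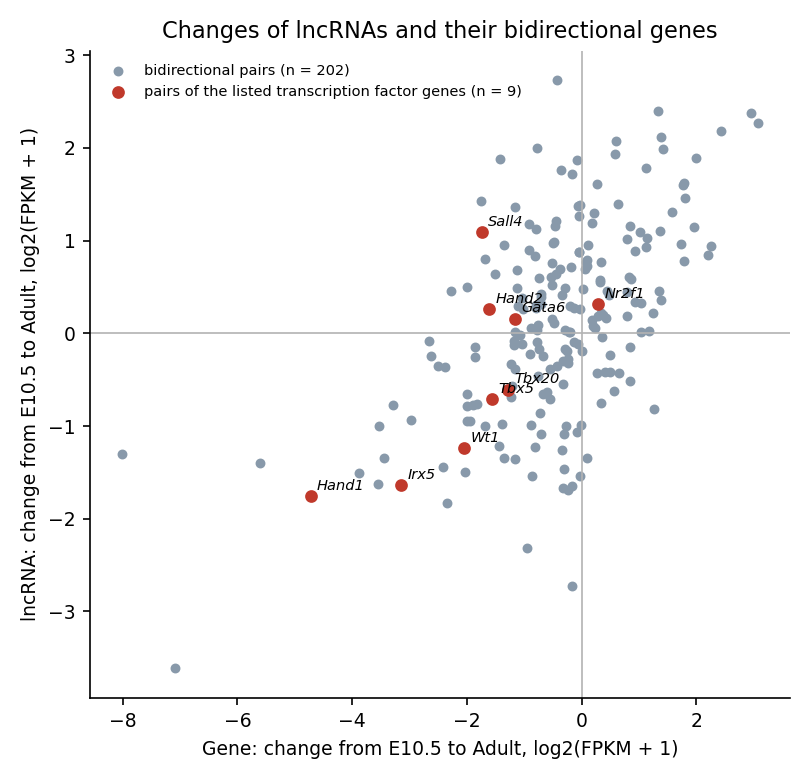
Change from E10.5 to the adult of each bidirectional lncRNA against that of its gene, both on the log2(FPKM + 1) scale, with 1 point per pair and the pairs of the listed transcription factor genes in red. Of 211 pairs, 138 lie in the quadrants where both rose or both fell.

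To see whether this share was particular to bidirectional pairs, it was computed for lncRNAs by the distance to the nearest TSS of a gene on either strand. From E10.5 to the adult it was 59.3% for 59 lncRNAs at 3000 to 10000 bp (958 of 10000 re-pairings as high), 61.3% for 181 at 10000 to 50000 bp (Wilson interval 54.1 to 68.1, 5 of 10000 as high) and 57.9% for 145 at 50000 to 200000 bp (49.8 to 65.7, 11 of 10000 as high). The intervals of the more distant lncRNAs reach the value of the bidirectional pairs. Pearson's r was 0.21, 0.30 and 0.22 in these bins. Among 892 divergent pairs of 2 protein-coding genes, 65.7% changed in the same direction (random median 57.4%, 0 of 10000 as high).

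Of the 12 cardiac transcription factor genes, 11 were lower in the adult than at E10.5 and 1, Nr2f1, was higher, also with median-of-ratios scaling. A bidirectional lncRNA was found for 9 of them, Tbx5, Tbx20, Gata6, Sall4, Hand1, Hand2, Wt1, Nr2f1 and Irx5. Nkx2-5 had one at 301 bp only when every assembled TSS was considered, and Irx3 and Gata4 had none. The study listed bidirectional lncRNAs for all of these genes except Gata4. Irx3 and, under the main TSS rule, Nkx2-5 thus differ from the study. Of the 9 pairs, 6 changed in the same direction from E10.5 to the adult. Among these, Nr2f1, its lncRNA and the lncRNA of Tbx20 were under 1 FPKM in both libraries, so their directions are imprecise.

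Hand1 (chromosome 11, 57828713 to 57832147, minus strand) fell from 26.2 FPKM at E10.5 to 7.36 at E13.5 and 0.0308 in the adult. Its lncRNA, 620 bp away (57832767 to 57841612), was at 2.38 and 0.411 FPKM and listed at 0 in the adult. Irx5 (chromosome 8, 92357796 to 92361456) was at 11.3, 5.64 and 0.392 FPKM, and its lncRNA 4933436C20Rik at 6.41, 7.49 and 1.39. Wt1 (chromosome 2, 105126529 to 105173614) was at 8.74, 9.53 and 1.36 FPKM, and its lncRNA AI314831, 19 bp away, at 1.58, 1.81 and 0.0938. Tbx20 was at 109, 120 and 44.1 FPKM with a lncRNA at 0.691, 1.30 and 0.111. Nr2f1 was at 0.393, 2.65 and 0.697 FPKM, and A830082K12Rik at 0.457, 1.25 and 0.814.

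In 3 pairs the gene fell and the lncRNA rose when E10.5 was compared with the adult. Sall4 (chromosome 2, 168748332 to 168767201) was at 3.50, 0.504 and 0.349 FPKM, while its lncRNA (168768347 to 168777066) was at 1.33, 0.251 and 3.97. Hand2 (chromosome 8, 57320983 to 57324517) was at 29.9, 42.1 and 9.12 FPKM, while its lncRNA, 114 bp away (57304294 to 57320869), was at 54.9, 69.8 and 66.1. Gata6 (chromosome 18, 11052510 to 11085635) was at 38.4, 47.8 and 16.7 FPKM, while its lncRNA was at 7.53, 14.95 and 8.53. The rise of the Gata6 lncRNA was small, with a change of 0.16 on the log2 scale as deposited and 0.53 with median-of-ratios scaling. For the Hand2 lncRNA these changes were 0.26 and 0.67. As deposited, Hand2, Gata6 and their lncRNAs all rose from E10.5 to E13.5 and all fell from E13.5 to the adult. In these values, only the comparison of E10.5 with the adult sets the Hand2 and Gata6 pairs in opposite directions. Gata4 was at 63.6, 43.0 and 19.5 FPKM, Nkx2-5 at 46.8, 61.1 and 9.37, and Irx3 at 3.59, 6.70 and 1.70.

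**Figure D3:**
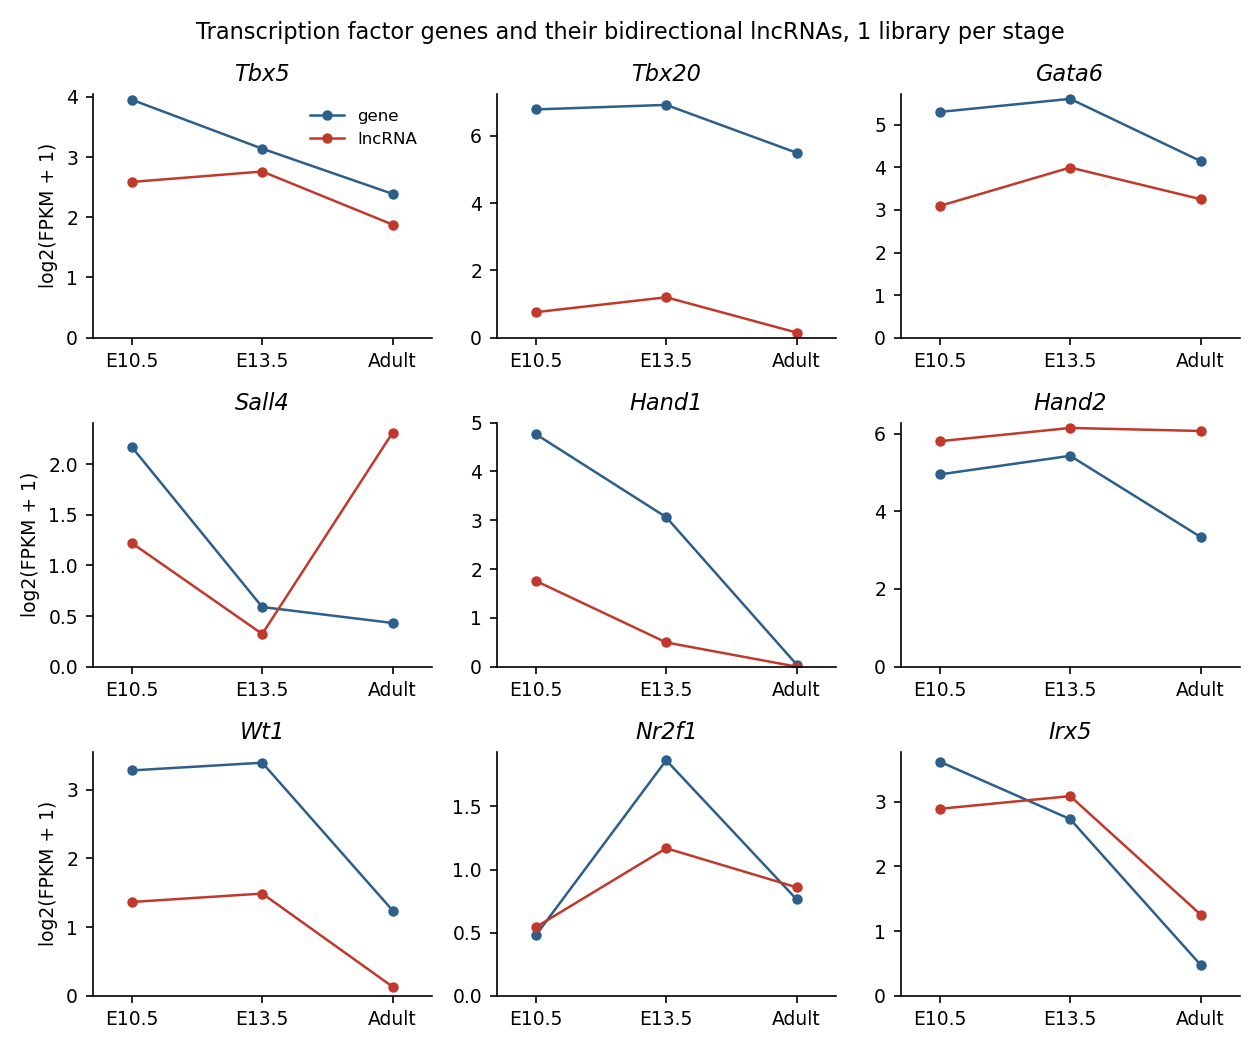
Expression of 9 transcription factor genes (blue) and their bidirectional lncRNAs (red) as log2(FPKM + 1) in each library, with 1 library per stage and a separate vertical scale in each panel that starts at 0. Sall4, Hand2 and Gata6 were lower in the adult than at E10.5 while their lncRNAs were higher. Hand2, Gata6 and their lncRNAs all rose to E13.5 and fell from there to the adult.

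The Tbx5 locus (chromosome 5, 119796682 to 119885372, plus strand) held 5 assembled transcripts with 3 start sites, at 119796682, 119832837 and 119834663. On the minus strand, 5 transcripts without a match in the reference of the deposited annotation, of 2 to 5 exons and 703 to 2422 nt, lay between 119805330 and 119832018. They have 3 start sites, of which the outermost, at 119832018, lies 2645 bp from the TSS of the matched RefSeq transcript and 819 bp from the nearest assembled Tbx5 start site. The transcripts lie within the first intron of the longest Tbx5 transcripts. Tbx5 was at 14.5 FPKM at E10.5, 7.80 at E13.5 and 4.23 in the adult, a change of -1.56 from E10.5 to the adult. The lncRNA was at 5.004, 5.77 and 2.67 FPKM, a change of 0.17 to E13.5 and of -0.71 to the adult. With median-of-ratios scaling the change of the lncRNA to the adult was -0.39. The ratio of the lncRNA to Tbx5 was 0.346 at E10.5, 0.739 at E13.5 and 0.632 in the adult.

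**Figure D4:**
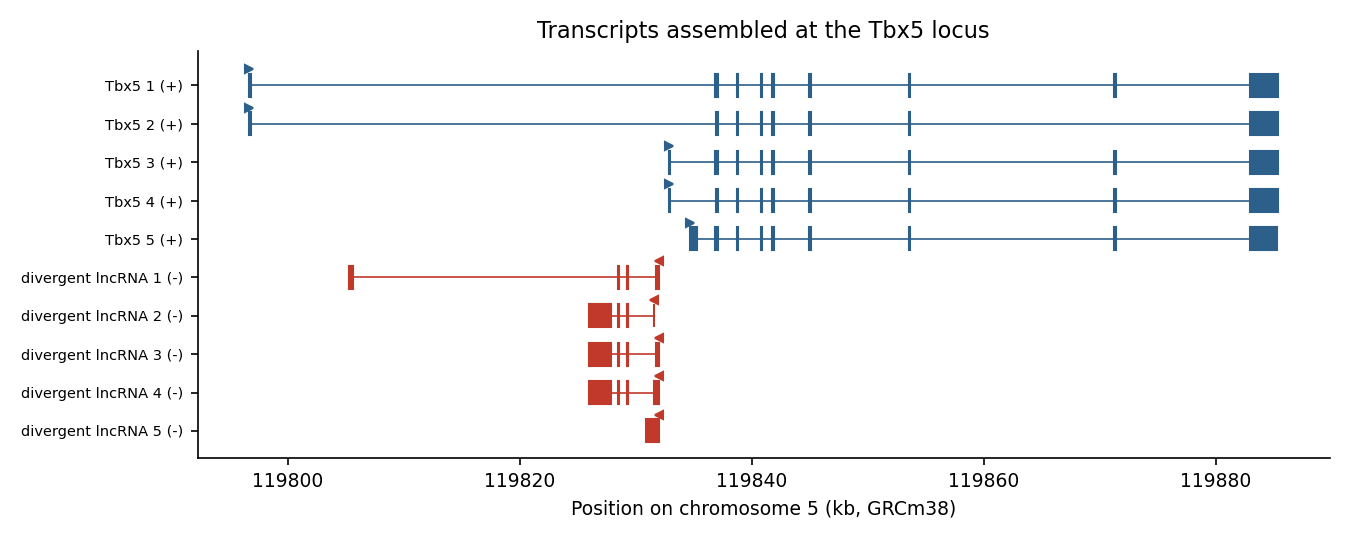
Assembled transcripts of Tbx5 (blue, plus strand) and of the divergent lncRNA (red, minus strand) along chromosome 5 in kb, with boxes for exons, lines for introns and arrowheads for start sites. The lncRNA transcripts start at or before 119832018, upstream of the Tbx5 start site at 119832837.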

Values the study reported

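The study reported about 40 M reads per sample. It identified 787 candidates of spliced lncRNAs, of which 316 were selective for the heart when compared with brain. Median distances to the nearest protein-coding gene were given as 12,626 for mRNAs, 12,024 for all lncRNAs and 22,522 for the heart-selective lncRNAs. The study described the distances of all lncRNAs as seemingly similar to those of mRNAs, and heart-selective lncRNAs as farther away. Of lncRNAs within 10,000 bp of known genes, 225 were counted on the opposite strand and 86 on the same strand.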

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

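Most alternatives were chosen before the data were examined, and those on the lncRNA set, on loci listed at 0 and on loci inside genes were chosen after seeing the data. Of 448 recalculated values that answer a comparison, 339 stayed within their interval, within 1.5 times for counts or on the same side of the test, 107 moved further and 2 lost the test's threshold. The 339 include 104 identical to the reported value, among them values that the alternative cannot touch. Each count was judged on its own. Setting loci higher against loci lower, the balance turned in 5 and was tied in 1 of the 42 comparisons in which it could turn. It turned for lncRNAs from E10.5 to E13.5 with a pseudocount of 0.1 (51 higher, 62 lower), with median-of-ratios scaling (1 and 4) and without the reading frame limit (5 and 6), and for mRNAs with median-of-ratios scaling in both comparisons with the adult. Of 120 other values, 6 moved. For the log2 changes of Tbx5 and its lncRNA, which have no interval, a change of direction or of 1.5-fold was taken as the limit, and none passed it. The alternative of keeping only loci with the numbers the study gave its lncRNAs was not run, since the tables used here do not carry those numbers. No paired analysis was possible because each stage has a single library.

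The share of pairs changing in the same direction from E10.5 to the adult ranged from 64.5% to 67.2% over the 13 alternatives that can change it, and that from E10.5 to E13.5 from 53.7% to 57.2%. From E13.5 to the adult it fell to 64.0% with median-of-ratios scaling, where the random median also fell to 50%.

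The distance result depended on which lncRNAs were compared. For assembled loci alone, the median was 12093 bp and the lncRNA was farther in 48.8% of comparisons (permutation p = 0.41). Without loci starting inside a gene, the medians were 12806 bp for lncRNAs and 13769 bp for mRNAs, and the share was 48.8% (permutation p = 0.34). Leaving out loci at a distance of 0 removes a larger share of lncRNAs than of mRNAs and so raises the lncRNA median by construction, and that test says nothing about the cause. Among assembled loci alone, 12.5% started inside a gene. The p-values of the other alternatives lay between 1e-05, the smallest the permutations can give, and 3e-05. With the closest of all annotated TSSs, the mRNA median was 10808 bp.

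A lower limit of 2 FPKM left 411 lncRNAs at any stage, 207 at E10.5, 219 at E13.5 and 274 in the adult. Of these, 42 were expressed at E13.5 alone, 135 in the adult alone and 101 in all libraries. With that limit 128 were bidirectional, 5 had a same-strand TSS in the window, 94 were antisense and 50 lay near a gene on the same strand. The medians for E10.5, E13.5 and the adult became 4.41, 4.54 and 4.11 FPKM for lncRNAs and 13.1, 13.3 and 9.69 for mRNAs. The percents above 10 FPKM became 22.7, 23.7 and 15.3 for lncRNAs and 59.7, 59.7 and 48.7 for mRNAs. A limit of 0.5 FPKM gave medians of 1.63, 1.53 and 1.66 and 10.6, 10.7 and 7.58 FPKM. The percents were then 9.53, 9.83 and 6.44 for lncRNAs and 51.9, 51.6 and 40.9 for mRNAs, with 304 lncRNAs in all libraries and 14 with a same-strand TSS. These moves follow from cutting the distribution at another value.

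A pseudocount of 0.1 raised every count of changed loci. From E10.5 to E13.5 it gave 51 lncRNAs higher and 62 lower, and 427 and 159 mRNAs. From E13.5 to the adult it gave 252 and 154 lncRNAs and 1132 and 2214 mRNAs, and from E10.5 to the adult 273 and 148 lncRNAs and 1422 and 1830 mRNAs. A threshold of 1 gave, in the same order, 55 and 50, 740 and 609, 208 and 139, 1637 and 4029, 215 and 134, and 1856 and 3430. At the estimated depths, changes of loci under 1 FPKM rest on few fragments.

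Median-of-ratios scaling gave mRNA medians of 11.1, 10.2 and 10.1 FPKM and percents above 10 FPKM of 53.3, 50.5 and 50.2 for E10.5, E13.5 and the adult. From E10.5 to E13.5, 1 lncRNA was higher and 4 were lower (20% higher, against 62.5% as deposited), and 89 mRNAs were higher and 48 lower (65.0% against 77.5%). From E13.5 to the adult, 87 lncRNAs were higher and 23 lower (79.1% against 60.6%), and 896 mRNAs higher and 769 lower (53.8% against 30.8%). From E10.5 to the adult, 89 lncRNAs were higher and 23 lower (79.5% against 68.2%), and 989 mRNAs higher and 766 lower (56.4% against 40.8%). It left 42 lncRNAs at E13.5 alone. Leaving out globin and mitochondrial loci gave medians of 11.3, 11.1 and 9.29 FPKM and percents of 54.1, 53.3 and 47.5. It gave 3 lncRNAs higher and 3 lower from E10.5 to E13.5 (50% higher). From E13.5 to the adult, 74 lncRNAs were higher and 30 lower (71.2%) and 706 mRNAs higher and 978 lower (41.9%). From E10.5 to the adult, 72 lncRNAs were higher and 25 lower (74.2%) and 847 mRNAs higher and 860 lower (49.6%).

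Windows of 1000 and 5000 bp left 1 and 15 same-strand lncRNAs, and the smaller window gave 25.1% bidirectional lncRNAs. Requiring an exon to overlap an exon gave 18.1% antisense lncRNAs. Assembled loci alone, a smaller set by construction, gave 424 lncRNAs at any stage, 189 at E10.5, 190 at E13.5, 285 in the adult and 74 in all libraries. Of these, 96 (22.6%) were bidirectional, 73 (17.2%) antisense and 95 near a gene on the opposite strand. Their medians at E10.5 and E13.5 were 2.09 and 1.86 FPKM, with 8.99% and 10% above 10 FPKM. Among them 1 lncRNA was lower in E13.5 than E10.5, 16 in the adult than E13.5 and 14 in the adult than E10.5. Without the reading frame limit, 6 lncRNAs were lower in E13.5 than E10.5.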

Other observations

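The tests on sex, on loci listed at 0 and on unspliced RNA were chosen after those results were seen. The test on falling lncRNAs was added after the comparison of E10.5 with E13.5 was known and before its own value was. The random re-pairing and the tests on strand, distance and background were written before their values were seen, as was the test on assembled loci. With 1 library per stage, stage cannot be separated from any other difference between the libraries, and it stays among the open explanations as untested.

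Bidirectional pairs changed in the same direction more often than random pairs in both comparisons with the adult library. From E10.5 to the adult, 0 of 10000 random re-pairings were as high. This count defines the excess over random pairs and is no separate test of an explanation. Reads of the mRNA counted on the other strand are argued against as the whole cause, since pairs whose lncRNA exons do not overlap the gene body had a share of 68.7%. A neighborhood effect that is not particular to bidirectional promoters may account for part of the pattern, since lncRNAs with the nearest TSS 10000 to 50000 bp away had a share of 61.3%, whose interval (54.1 to 68.1) holds the 65.4% of bidirectional pairs. The correlation of the changes was higher in bidirectional pairs (0.56 against 0.30 in that bin), a difference that was not tested.

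A background signal in the adult library that lifts low loci together was examined in 2 ways, of which the first cannot decide. The test fixed beforehand came out as this explanation predicts: without the adult library, from E10.5 to E13.5, 4898 of 10000 random re-pairings were as high as the pairs. It cannot speak for background, because the re-pairings use genes of the same expression decile in the same libraries. A signal that lifts low loci together would lift these genes as well. Among pairs whose lncRNA fell by 1 or more, which added signal cannot produce, 28 of 29 genes fell (96.6%, random median 65.5%, 0 of 10000 as high). Background is therefore argued against for the falling pairs, and for the others these tests do not decide. Changes between E10.5 and E13.5 were also smaller, so their direction is more exposed to noise. Among pairs whose lncRNA changed by 0.5 or more between these libraries, the share was 63.2%, with 1304 of 10000 re-pairings as high.

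More lncRNAs were expressed in the adult library than in either embryonic library (471 against 350 and 367). A uniform background, such as genomic DNA, at the level needed is argued against. The median of 1432 olfactory and vomeronasal receptor loci, which ventricle should not use, was 0 FPKM in the adult library, as in both others. Receptor loci above 0 were nevertheless more frequent in the adult, at 40.7% against 7.61% at E10.5 and 12.8% at E13.5, with a mean of 0.061 FPKM against 0.0097 and 0.0096. At receptor loci the adult signal was thus above the embryonic level and far under 1 FPKM. Receptor genes should not be transcribed in ventricle, so they do not speak to unspliced RNA of transcribed regions, which could also raise the adult number. The 25298 unspliced assembled loci had a median of 0.771 FPKM in the adult, 0.187 at E10.5 and 0.0724 at E13.5, with 9248, 6384 and 1952 at 1 FPKM or more and 4.77%, 28.7% and 29.7% listed at 0. These loci were selected by the assembly, which may have drawn more of them from the adult library, so unspliced RNA and this selection cannot be told apart. Loci assembled from the adult library alone could also raise its number. Among lncRNAs matched to RefSeq, 186 were expressed in the adult, 161 at E10.5 and 177 at E13.5, while assembled loci numbered 285, 189 and 190. These numbers come from single libraries and have no spread to be judged against, so an effect of the assembly and a true difference cannot be told apart.

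Xist at E10.5 together with Y chromosome transcripts in all libraries is consistent with a pool of female and male embryos at E10.5. The ratio of Y chromosome loci to their X chromosome counterparts was lower at E10.5 than at E13.5 in 3 of 3 pairs, with a median of 0.744 times the E13.5 ratio. The X chromosome counterparts also change with stage, since the same ratio was 2.21 times the E13.5 value in the adult, so the size of a female share cannot be read from it. Xist ranks among the lncRNAs with the largest fall, and its fall may reflect sex in place of stage.

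Several loci were listed at 0 in 1 library and high in another. The joined Myh6 and Myh7 locus and Ttn (428, 46.8 and 0 FPKM) were listed at 0 in the adult, where both genes are abundant sarcomere components. A failed estimate at the loci with the heaviest fragment load is a candidate explanation, since by FPKM times length both were among the heaviest loci of another library, the lower of their ranks being 6. The same explanation is argued against for Rock1 (28.0, 0 and 27.8 FPKM) and Ss18 (32.0, 0 and 14.9), listed at 0 in E13.5, since the better of their ranks was 724. What made these values 0 stays open. In all, 16 spliced protein-coding loci were listed at 0 in 1 library or more and at 10 FPKM or more in another.

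The mRNAs with the largest rise to the adult included Lcn2 (0.246, 0.298 and 157 FPKM), Lrg1 (0.363, 0.0760 and 68.02) and Saa3, which belong to the acute-phase response. No explanation was tested for this, and a single adult library gives no measure of the spread between animals.

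The median distance of lncRNAs to the nearest gene was 7073 bp here. That is lower than the median quoted above from the study for all its lncRNAs. The study described its lncRNAs and mRNAs as seemingly similar in distance, whereas here the permutation test over all lncRNAs placed lncRNAs nearer to genes. The gap depended on which lncRNAs were compared. For assembled loci alone the median was 12093 bp, which is not lower than the value of the study. The value of the study also covers named lncRNAs, so these sets are unlike. Without loci starting inside a gene it was 12806 bp, a choice that raises the median by construction.

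The divergent lncRNA of Tbx5 had a lower FPKM in the adult than in both embryonic libraries, whereas the quantitative PCR of the study described a rise in the ventricle during development. Under the alternatives its change from E10.5 to the adult lay between -0.88 and -0.39 on the log2 scale. Relative to Tbx5, the lncRNA was higher at E13.5 (ratio 0.739) and in the adult (0.632) than at E10.5 (0.346). The PCR was scaled to Gapdh and had replicates, while each FPKM value comes from 1 library, so the measures are unlike. The locus value sums 5 transcripts, and no explanation of the difference between FPKM and PCR was tested.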
